A study of Mus musculus with 2 samples. Its data were reported in "Highly efficient and low-mosaicism piggyBac transgenesis platform for rapid founder phenotyping" (2026).

How the data were processed

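Embryos at E11.5 that carried a DNA barcode linked to EGFP had been minced and dissociated enzymatically, and the cells of each suspension had been labelled with a lipid-anchored multiplexing oligo (CellPlex), sorted to remove debris, pooled and captured with a 3′ droplet chemistry that tags each transcript with a UMI. The 2 samples of the series are the gene expression library and the oligo library of the same pool. The deposited matrices hold both, as UMI counts that the authors produced with Cell Ranger (7.2.0 per the file headers and the list of resources of the study, while its methods text names an earlier release) against the mouse genome GRCm38 with the EGFP sequence added. Each matrix listed 21937 gene features and 12 oligo features, and 36 gene symbols occurred more than once, so features were handled by identifier. A matrix was deposited for each suspension after assignment of barcodes to oligos by the authors, together with a raw matrix of 2324710 barcodes.

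The authors also deposited a table with 1 entry per cell. Its total counts and its mitochondrial percentage were deposited by the authors over gene and oligo counts together. The methods of the study name SoupX for the removal of ambient RNA, but the median difference between the deposited totals and the uncorrected sums was 0. Its EGFP value was deposited by the authors as the natural log of 1 plus the EGFP count per 10000. A further EGFP value after noise reduction with RECODE was deposited on a log scale whose base is not given in the sources used here, and neither EGFP value was used. Of this table, 11 columns were mapped to the library. The suspension, oligo and cell type of each cell, the total count, the mitochondrial percentage and the authors' calls of EGFP before and after RECODE were used in the comparisons, and 11 other columns were not used. The authors removed EGFP before normalization and clustering, and removed doublets with DoubletFinder, so that the cells in the table carry only the call of a single cell. No further doublet caller was run. SoupX and RECODE were not rerun, and all values come from the deposited matrices without correction for ambient RNA.

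The suspensions were grouped from the series description as founders (F0_8 and F0_9) and F1 generation (F1_1 and F1_mix, the artificial mosaic counted as 1 sample). Cells listed in the authors' table were used, and the stated quality limits (mitochondrial share under 5%, ribosomal share above 0.05%, more than 200 features and UMIs) were applied to all deposited barcodes only to count them. Oligo counts stayed out of library sizes and levels. A cell was called EGFP-positive at 1 or more EGFP UMIs. Levels are UMIs summed over cells per 10000 gene UMIs. Shares carry exact Clopper-Pearson 95% intervals and levels exact Poisson 95% intervals, and the limit given for a count of 0 corresponds to 3 counts. Thinning drew a fixed number of gene UMIs from each cell without replacement and left out shallower cells. Cell types whose median depth was lower than that of all cells by a factor of more than 3 were called shallow (4 of 16), and those with an EGFP level under 0.25 times that of the median cell type were called low (Erythroblast and Erythrocyte). Medians, shares and intervals were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

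Marker sets of 4 genes per cell type name, fixed before the data were examined, were summed per 10000 UMIs outside mitochondrial genes, and a set counted as higher when its 95% interval lay above the other type. Each shallow type was compared with the deep types by the correlation of log2 levels, centred on the mean of the deep types, over the 2000 genes that varied most between the deep types. The lengths of the genes came from an annotation of GRCm38.p6 matched by symbol, which gave a length for 21224 of 21937 features (96.7%), 2411 of them over 100 kb. Gene positions came from the same annotation. The genome sequence at hand was of an older mouse build, and its coordinates were not used. Free RNA was estimated from the 4 Y-linked genes, as their level in cells of the suspensions with few Y-bearing cells divided by their level in barcodes of 100 to 300 gene UMIs outside the suspensions, or of 1 to 100 gene UMIs.

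The overdispersion of EGFP was the sum over cells of the squared deviation from the expected count minus that expected count, divided by the sum of squared expected counts, where the expected count of a cell is its depth times the pooled EGFP rate of its cell type and suspension. It was computed for cell types with 20 or more cells in each suspension that were not low in EGFP (13 types), and summarised by the median. It was set beside the same measure for endogenous genes with 0.5 to 2 times the EGFP total of the suspension. Tested on simulated data with the depths of the real cells, an overdispersion of 0.2 came back as 0.169 to 0.207 and 0.7 as 0.620 to 0.720 over the 4 suspensions (13 types). In each of 9 deep types, a negative binomial model with 1 EGFP level and its own overdispersion was compared by AIC with a model of 2 levels that shared the overdispersion of F1_1. On simulated cells of F0_9 the difference summed over the 9 types favoured the model that had been simulated, with -36.7 for 1 level and 45.7 for 2 levels.

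For the founder and F1 comparison, counts were summed per suspension and cell type for the 13 types with 20 or more cells in each suspension, filtered with filterByExpr, normalised by TMM and tested with glmQLFit and glmQLFTest of edgeR 4.0.16 in R 4.3.3, and p-values were adjusted by the Benjamini-Hochberg method within each type at a threshold of 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of its F statistic. DESeq2 1.42.0 was the other tool. All embryos were taken at E11.5. Their litter and any finer stage are not given in the sources used here and were not entered as covariates. The level of the Y-linked genes was entered as a covariate in an alternative fit, which left 1 residual degree of freedom. In counts simulated from the means and sums of Neuronal Progenitor, Ependymal Cell and Midgut, with 200 genes changed 4-fold and a biological coefficient of variation of 0.2, edgeR recovered 93.7%, 83.3% and 79.9% of the changed genes that were tested, at false shares of 3.26%, 2.88% and 1.65% (10690, 7497 and 2459 genes tested).

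Genes were named by a rule written beforehand: EGFP, the sex-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty (and Xist, which was not analysed here), the globin genes Hba-x, Hbb-y, Hbb-bh1 and Hba-a1, the liver genes Alb and Afp, and the 5 genes past an adjusted p of 0.05 in the most cell types, with ties broken by the larger mean absolute log2 fold change. A list of 7 genes that fall with embryonic age (Lin28a, Lin28b, Hmga2, Igf2bp1, Igf2bp2, Igf2bp3 and Trim71) and a list of 8 genes induced by dissociation (Fos, Jun, Junb, Egr1, Atf3, Hspa1a, Hspa1b and Dusp1) were compared with 10000 random lists matched on mean expression. Both lists were written after genes had been called between the generations and before the values of the lists were seen.

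The alternatives fixed before the data were examined numbered 24 and covered the cells and cell types used, the count that calls a cell positive, the depth, the way of averaging, the minimum number of cells, the mitochondrial limit, the test, the size factors, the low-count filter, the sex-linked genes and each suspension in turn. A further 8 were added after the data had been seen and use the mitochondrial share of gene UMIs, UMIs outside mitochondrial genes, the deep types alone, or the Y-linked level as a covariate.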

Results

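Gene expression was measured in single cells of mouse embryos at E11.5 that carried an EGFP transgene delivered by the piggyBac transposon. The transgene was driven by CAG, a promoter that is active in most tissues, and was linked to a DNA barcode. The cells of each suspension were tagged with their own multiplexing oligo, pooled and run as 1 droplet library, so that all 4 suspensions shared the same droplets, reagents and sequencing. Suspensions F0_8 and F0_9 each came from a founder embryo, F1_1 came from an embryo of the next generation, and F1_mix was an artificial mosaic made by mixing cells of F1 embryos. The founders and the F1 generation were each represented by 2 suspensions. No suspension was prepared again from the same embryo, so values of a single suspension have no replicate error, and the 95% intervals given with them (exact binomial for shares, exact Poisson for levels) cover counting error only. Reads of the DNA barcodes themselves were not analysed here.

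The deposited matrices held 1679 barcodes for F0_8, 1401 for F0_9, 1387 for F1_1 and 1539 for F1_mix, 6006 in all. Of these, 5678 barcodes had a cell type in the authors' deposited cell table and were used, namely 1599, 1318, 1310 and 1451 in the same order. The remaining 328 barcodes were not used. The quality limits stated for the study left 5730 barcodes when they were applied to the total of gene and oligo UMIs (unique molecular identifiers, 1 per captured transcript), and raising the mitochondrial limit from 5% to 10% left 5781. Applied to gene UMIs alone, the 5% limit left 4335 barcodes, which was the alternative that moved the number of cells most. The used cells held 17479002 gene UMIs in F0_8, 16052917 in F0_9, 16280585 in F1_1 and 19160116 in F1_mix. The median depth per cell was 10880, 11904.5, 12996 and 13267 gene UMIs, and the median number of detected genes was 3751, 3956, 4183.5 and 4203. Each cell also carried a median of 21389.5 oligo UMIs, 97.2% of which belonged to the oligo of its own suspension.

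The oligo UMIs entered the deposited totals. In 100% of the used cells the deposited total lay within 5% of the sum of gene and oligo UMIs, and in 0% of them within 5% of the gene UMIs. The deposited mitochondrial percentage differed from the mitochondrial share of gene and oligo UMIs by a median of 0.00992 points and from the share of gene UMIs by 1.61 points. Its highest value was 4.99%, whereas the mitochondrial share of gene UMIs reached 80.1%. In 1410 of the used cells (24.8%) mitochondrial genes made up 5% or more of the gene UMIs, and 1339 of those cells (94.96%) belonged to 4 of the 16 annotated cell types.

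These 4 cell types, Endodermal Progenitor, Foregut, Hepatocyte and Midgut, are called shallow below because of their low median depth. Their medians ranged from 721.5 to 1674 gene UMIs, against 10898.5 to 29076 in the 12 other, deep types. The median number of oligo UMIs ranged from 15928 to 23060 in the shallow types and from 11143 to 30640.5 in the deep types, so the lower depth was seen in gene UMIs and not in oligo UMIs. Mitochondrial genes took a median of 23.0% to 55.9% of gene UMIs in the shallow types and 0.297% to 2.76% in the deep types, while the deposited percentages were 1.38% to 1.94% and 0.187% to 1.14%. Outside mitochondrial genes, ribosomal protein genes took 2.41% to 7.47% of UMIs in the shallow types and 7.86% to 22.6% in the deep types. Genes longer than 100 kb took 31.8% to 48.7% and 1.58% to 23.1%.

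**Figure D1:**
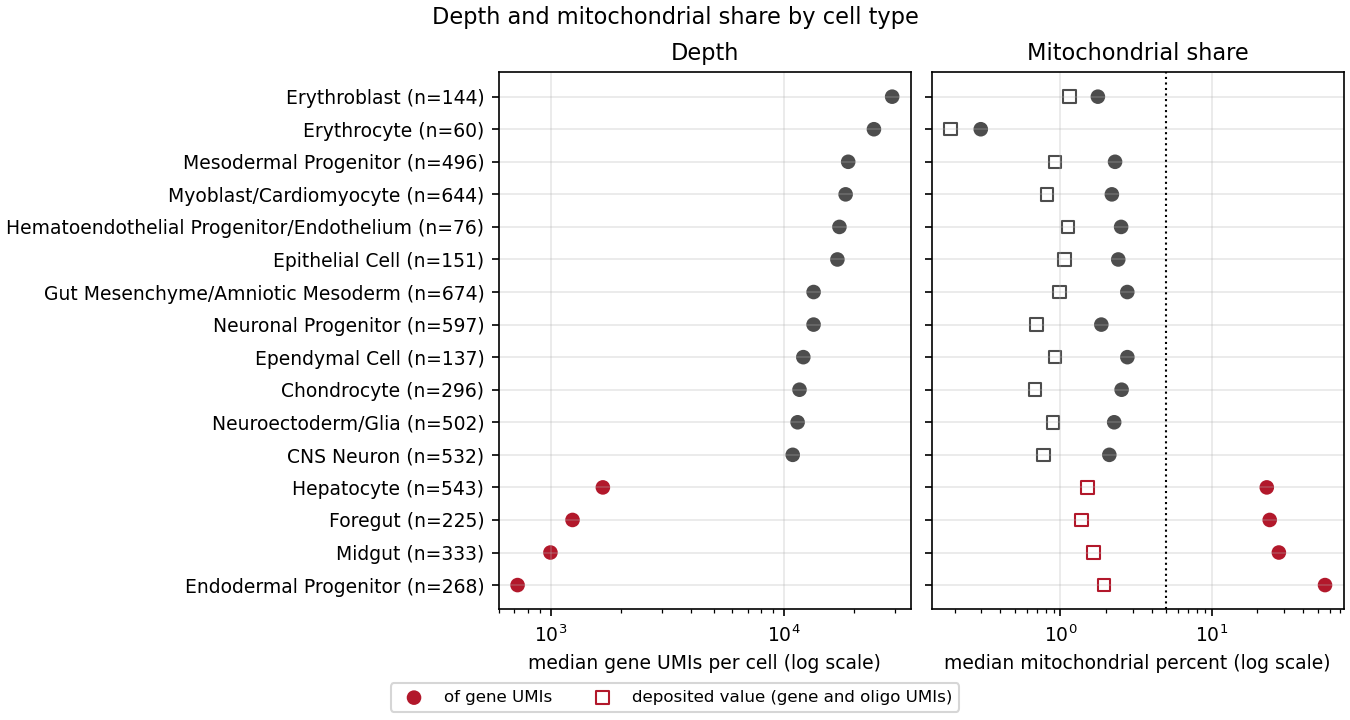
Median gene UMIs per cell (left) and median mitochondrial percentage per cell (right) for each of the 16 annotated cell types, both on log axes, with filled circles for the share of gene UMIs, open squares for the deposited value over gene and oligo UMIs, red for the 4 shallow types and a dotted line at the 5% limit. The shallow types lie at 721.5 to 1674 gene UMIs and at 23.0% to 55.9% mitochondrial share, on the far side of the limit from their deposited values of 1.38% to 1.94%.

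Marker genes fixed for each name before the data were examined were compared between the annotated types as UMIs per 10000 outside mitochondrial genes. In 0 of the 4 shallow types was the type's own marker set higher than in every deep type. In the Hepatocyte type the liver genes Alb and Afp together gave 1 UMI among 1195855, and its whole set reached 0.0203 (0.00246 to 0.0735), against 0.0755 in the Epithelial Cell type. The Foregut, Midgut and Endodermal Progenitor sets reached 0.822, 0.855 and 0.274 in their own types, against 2.64 in the Ependymal Cell, 2.16 in the CNS Neuron and 2.29 in the Epithelial Cell type. In 7 of the 12 deep types the own set was higher than in every other deep type, namely Ependymal Cell, Mesodermal Progenitor, Myoblast/Cardiomyocyte, Epithelial Cell, Hematoendothelial Progenitor/Endothelium, Erythroblast and Erythrocyte. The sets of the other 5 deep types were higher in another deep type. For Neuroectoderm/Glia, the own set stood at 0.721 and at 23.6 in the Neuronal Progenitor type. The macrophage set, which belongs to no annotated type, was highest in the Hematoendothelial Progenitor/Endothelium type at 23.5, where the endothelial set stood at 6.09. The authors' names are kept below as labels of clusters.

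The share of cells in which the transgene was detected depends on the depth of the cells and was therefore taken at several depths. At least 1 EGFP UMI was found in 80.6% (78.5 to 82.5) of the F0_8 cells, 84.8% (82.8 to 86.7) of the F0_9 cells, 89.3% (87.5 to 90.9) of the F1_1 cells and 87.5% (85.7 to 89.2) of the F1_mix cells. Thinning each cell to 1000 UMIs changed these shares to 59.3%, 54.8%, 79.2% and 58.2%, the largest change among the alternatives in F0_8, F0_9 and F1_mix, after leaving out 180, 131, 136 and 113 shallower cells. At 2000 UMIs the shares were 79.6%, 74.5%, 93.7% and 80.8% (347, 210, 281 and 239 cells left out). F1_1 was highest and F0_9 below F1_mix at each depth, whereas the place of F0_8 changed with depth. In cells with under 5% mitochondrial genes among gene UMIs the shares were 96.5%, 96.9%, 99.7% and 98.4%, the largest change in F1_1.

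The level of EGFP, which does not rise with depth as the share does, was 11.3 UMIs per 10000 gene UMIs (11.1 to 11.4) in F0_8, 10.1 (9.99 to 10.3) in F0_9, 24.6 (24.3 to 24.8) in F1_1 and 10.6 (10.5 to 10.8) in F1_mix, from 19676, 16293, 39974 and 20350 EGFP UMIs. F1_1 exceeded F0_8 by a ratio of 2.18, F0_9 by 2.42 and F1_mix by 2.31, and it was the highest suspension in 16 of 16 cell types. Giving equal weight to each cell type moved the level of F1_1 most, to 21.4. F0_8, F0_9 and F1_mix differed among themselves by less than any of them did from F1_1. Single suspensions were not tested against each other.

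The study, which aimed to assess mosaicism in founders, also reported EGFP transcripts in a substantial share of its cell types. In its F1 embryo it found weak barcode expression in several types, including the foregut, midgut and endoderm progenitor types, hepatocytes and erythrocytes. It attributed this to low activity of the CAG promoter and left these types out of its further analysis. In the 10 deep types outside the red blood cells, EGFP was detected in 99.8% of 4105 cells, with 99.3% in the lowest type (Ependymal Cell), and its level was 15.5 UMIs per 10000 (15.4 to 15.6). Within this group the level ran from 12.5 in the Epithelial Cell and 12.7 in the Gut Mesenchyme/Amniotic Mesoderm type to 20.2 in the Hematoendothelial Progenitor/Endothelium type and 22.3 in CNS Neuron, with the suspensions pooled. By suspension, the lowest type was Mesodermal Progenitor in F0_8 (10.7), Myoblast/Cardiomyocyte in F0_9 (9.43) and Epithelial Cell in F1_1 (17.7) and F1_mix (7.38), and the highest was Hematoendothelial Progenitor/Endothelium in F0_8 (20.6) and CNS Neuron in F0_9 (16.4), F1_1 (38.1) and F1_mix (18.7). In the 4 shallow types EGFP was detected in 46.2% (43.5 to 48.8) of 1369 cells at a level of 6.17 (5.84 to 6.51). With the suspensions pooled, Endodermal Progenitor had the lowest share among them at 32.8% (27.2 to 38.8) and Foregut the highest at 54.2% (47.5 to 60.9). By suspension, the lowest was Midgut in F0_8 (23.3%) and F0_9 (22.2%) and Endodermal Progenitor in F1_1 (49.3%) and F1_mix (28.4%). The highest was Hepatocyte in F0_8 (47.1%) and F1_mix (65.2%) and Foregut in F0_9 (45.7%) and F1_1 (69.4%). The median depth was 1138 gene UMIs in the shallow group and 13900 in the deep group. Thinning to 500 UMIs outside mitochondrial genes moved the deep group most, to 50.3%, against 28.8% in the shallow group. Thinning to 1000 gene UMIs gave 39.4% (36.0 to 42.9) in the 809 shallow cells that reached this depth and 69.8% (68.4 to 71.2) in the deep group, with 560 shallow cells left out. When only UMIs outside mitochondrial genes were counted, the level was 7.98 (7.56 to 8.42) in the shallow group and 15.9 (15.75 to 15.96) in the deep group, and that of Endodermal Progenitor rose from 6.45 to 13.1 (11.02 to 15.4). The pooled levels hold different shares of each suspension, but the order of shallow below deep held within each of the 4 suspensions, where the shallow group stood at 4.44 in F0_8, 4.45 in F0_9, 9.55 in F1_1 and 5.72 in F1_mix.

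Both red blood cell types had low EGFP despite their depth. EGFP was detected in 65.3% (56.9 to 73.0) of 144 Erythroblast cells at 1.31 UMIs per 10000 (1.20 to 1.42) and in 40% (27.6 to 53.5) of 60 Erythrocyte cells at 0.271 (0.195 to 0.366). Their joint median depth was 27491.5 gene UMIs. Globin genes took 26.2% of their UMIs, and the level outside globin genes was 1.40 (1.29 to 1.52), against 15.5 in the other deep types. By type, globin genes took 10.8% in Erythroblast and 69.3% in Erythrocyte. The levels outside globin genes were 1.47 (1.35 to 1.59) and 0.881 (0.635 to 1.19).

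**Figure D2:**
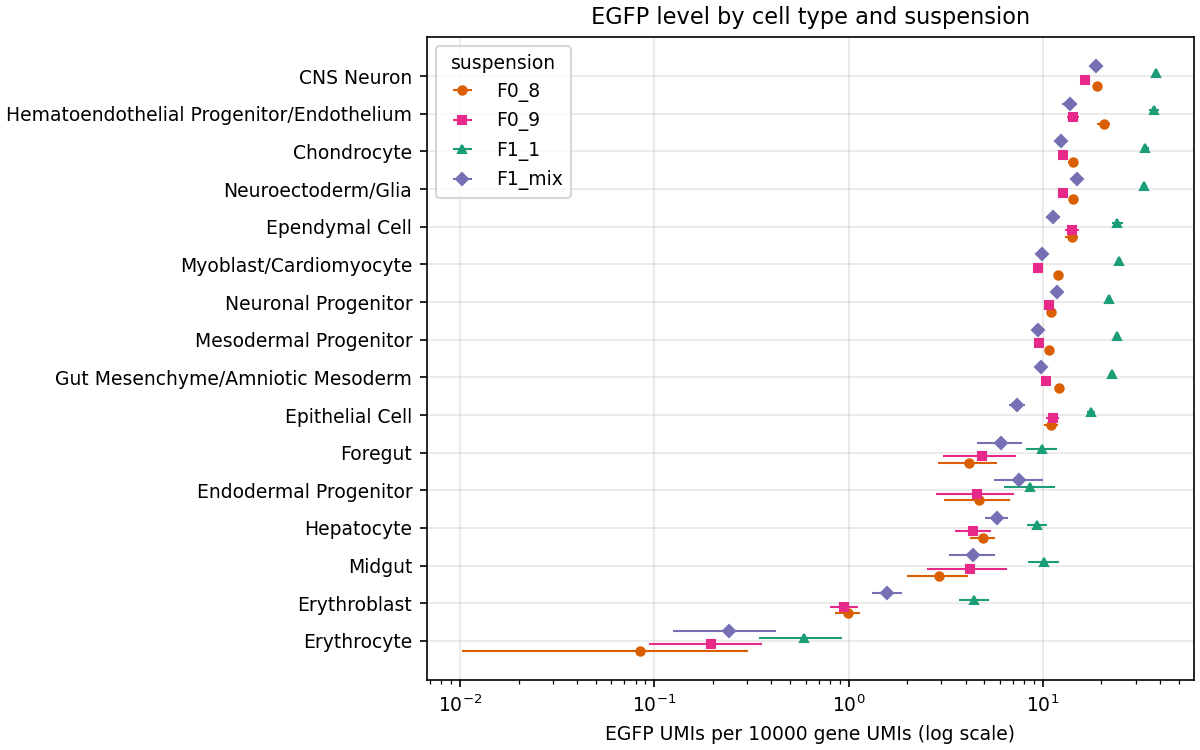
EGFP UMIs per 10000 gene UMIs on a log axis for each annotated cell type (vertical axis, ordered by level) and suspension (colour and symbol), with bars for exact Poisson 95% intervals. F1_1 is the highest suspension in 16 of 16 types, and with the suspensions pooled the 2 red blood cell types and the 4 shallow types have lower levels than the 10 other types, whereas in F1_mix Endodermal Progenitor (7.56) lies above Epithelial Cell (7.38).

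RNA released into the suspension before the droplets formed adds EGFP UMIs to cells that do not express the transgene. Its share was estimated from Y-linked UMIs in F0_9 and F1_1, which held few cells with Y-linked expression, relative to droplets of 100 to 300 gene UMIs outside the suspensions. It came to 1.14% (0.875 to 1.46) of the UMIs outside mitochondrial genes in the deep types, 12.7% (7.38 to 20.3) in the shallow types, where it rests on 17 Y-linked UMIs, and 1.24% (0.455 to 2.70) in the red blood cells. Relative to droplets of 1 to 100 gene UMIs the shares were 2.21%, 24.6% and 2.40%. The EGFP level was 8.09 outside mitochondrial genes in the droplets of 100 to 300 UMIs and 13.7 in those of 1 to 100 UMIs, against 14.3 in the barcodes of the suspensions. The Y-linked level was 1.93, 0.995 and 0.989 in the same order. The emptier droplets thus came closer to the pooled cells, and the upper end of each range below is the better supported. Free RNA would accordingly give 0.0923 to 0.302 EGFP UMIs per 10000 in the deep types, 1.03 to 3.36 in the shallow types and 0.100 to 0.329 in the red blood cells, or at the upper counting limit up to 0.388, 5.38 and 0.716. The level of the Erythrocyte type, 0.272 outside mitochondrial genes, lay within the range of the red blood cells. By suspension it was 0.0844 in F0_8, 0.196 in F0_9, 0.591 in F1_1 and 0.244 in F1_mix, so F1_1 lay above 0.329 and below 0.716. Its 40% share at a median depth of 24289 gene UMIs was thus not separated from background. The Erythroblast level of 1.34 lay above 0.716.

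Integration before the first cleavage would leave the transgene in every cell, whereas later integration would leave cells that differ in their copies. The spread of EGFP between cells was therefore measured within cell types as overdispersion beyond Poisson counting given each cell's depth, over the 13 cell types with 20 or more cells in each suspension. The median over these types was 0.260 in F0_8, 0.690 in F0_9, 0.153 in F1_1 and 0.222 in F1_mix. Among endogenous genes of similar mean level, these values stood at the percentiles 82.5, 90.2, 88.0 and 81.8, of 154, 164, 100 and 159 genes. Weighting by cells moved them most, to 0.362, 0.727, 0.223 and 0.379. The SD over all 13 cell types was 0.395 in F0_8, 0.609 in F0_9, 0.247 in F1_1 and 0.807 in F1_mix. In the 9 deep types the spread was narrower. There F0_8 lay between 0.156 and 0.498, F0_9 between 0.372 and 0.984, F1_1 between 0.128 and 0.233 and F1_mix between 0.131 and 0.276. Among endogenous genes of similar mean level, the medians of the deep types stood at the percentiles 81.8, 89.6, 93.0 and 82.4. These are in the order F0_8, F0_9, F1_1 and F1_mix, so F0_9 did not stand above F1_1 by this measure. The overdispersion itself exceeded that of F1_1 in 9 of 9 deep types for F0_9, in 9 for F0_8 and in 6 for F1_mix. After thinning to 2000 UMIs the medians of the deep types were 0.208 in F0_8, 0.664 in F0_9, 0.163 in F1_1 and 0.166 in F1_mix, and the number of types above F1_1 was 8, 9 and 7 for the 3 other suspensions in the order F0_8, F0_9 and F1_mix. At equal depth, F1_mix thus could not be told from F1_1 by its median. F1_mix was an artificial mosaic, so a low spread by this measure does not exclude mosaicism.

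**Figure D3:**
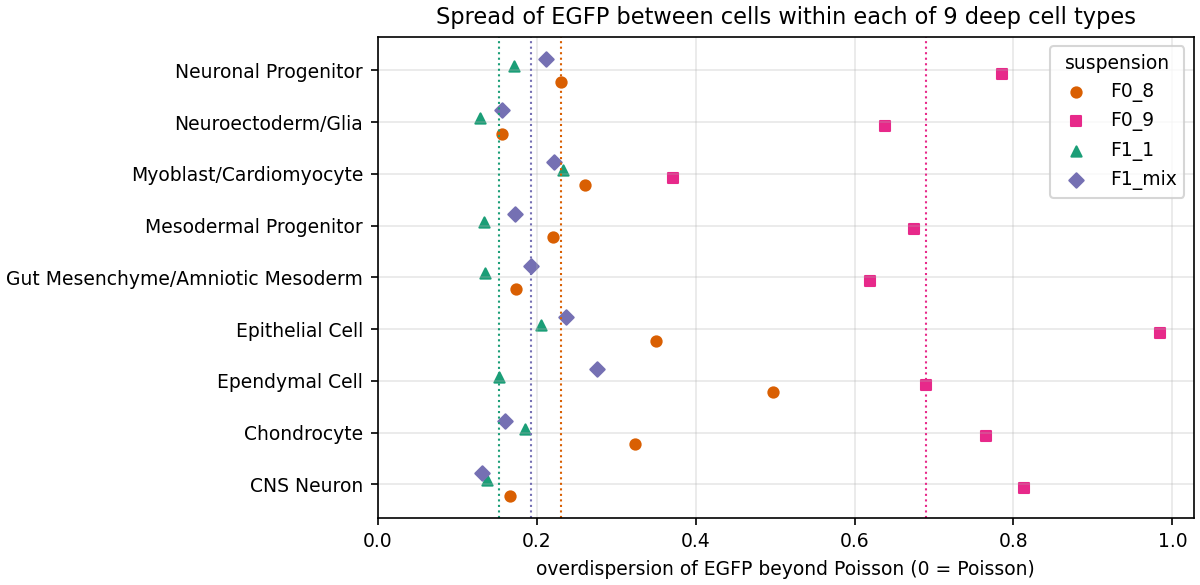
Overdispersion of EGFP UMIs between cells (horizontal axis, where 0 is Poisson counting) within each of the 9 deep cell types, by suspension (colour and symbol), with dotted lines at the medians over the types. F0_9 lies between 0.372 and 0.984, to the right of the 3 other suspensions in each type.

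The levels of single cells include counting noise, which relative to the level is smallest in F1_1 with its higher EGFP counts. Among cells of 5000 or more gene UMIs in the 9 deep types, the median EGFP level was 11.97 per 10000 in F0_8, 8.47 in F0_9, 24.4 in F1_1 and 10.8 in F1_mix. The 10th and 90th percentiles were 5.11 and 23.6 in F0_8, 3.12 and 26.9 in F0_9, 12.3 and 44.2 in F1_1, and 4.68 and 21.8 in F1_mix. Their ratio was 4.63, 8.62, 3.59 and 4.67 in that order. Cells without any EGFP UMI numbered 3 of 1062 in F0_8, 2 of 956 in F0_9, 1 of 1055 in F1_mix and 0 of 902 in F1_1, which allows a share of up to 0.333%.

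**Figure D4:**
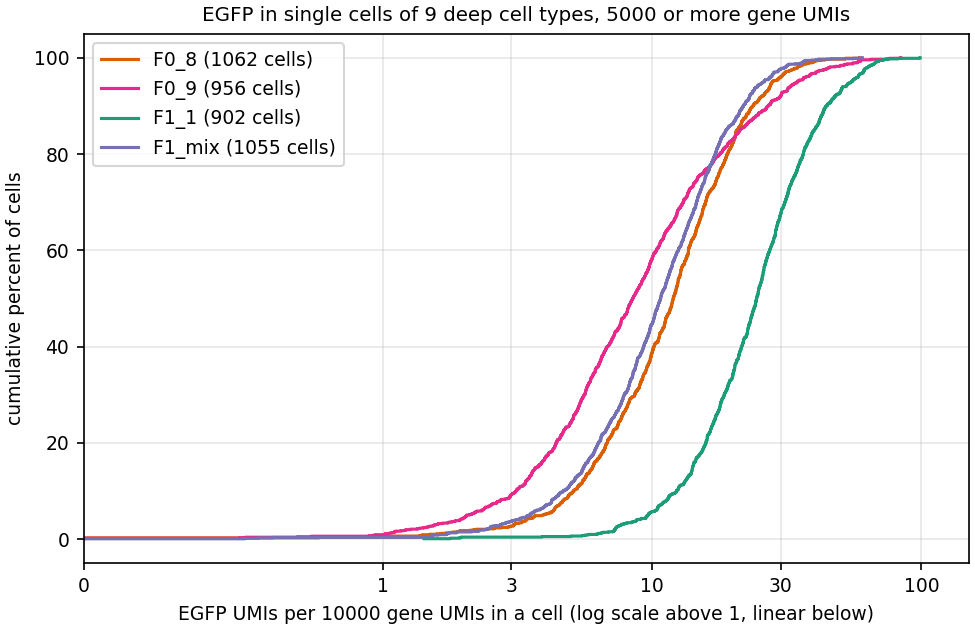
Cumulative percentage of cells (vertical axis) by EGFP UMIs per 10000 gene UMIs in the cell (horizontal axis, linear below 1 and logarithmic above), for cells of 5000 or more gene UMIs in the 9 deep types, with a line per suspension. The F0_9 line is the least steep, from 3.12 at its 10th to 26.9 at its 90th percentile, and the F1_1 line lies farthest to the right with a median of 24.4.

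Cell type composition was compared because a difference in make-up would enter every comparison of pooled expression. The founders and the F1 suspensions did not overlap in 8 of 16 cell types, where chance alone gives 33.3% for a single type. Erythroblast cells made up 4.0025% of F0_8 and 3.95% of F0_9, against 0.534% of F1_1 and 1.45% of F1_mix. In the same order, Myoblast/Cardiomyocyte cells made up 6.19% and 8.73% against 16.03% and 15.2%. Neuroectoderm/Glia made up 10.3% and 11.5% against 6.03% and 7.44%, and Gut Mesenchyme/Amniotic Mesoderm 16.2% and 12.97% against 7.40% and 10.1%. The 4 shallow types together took 26.4% of F0_8, 19.1% of F0_9, 27.8% of F1_1 and 22.8% of F1_mix. The limit of 5% on the mitochondrial share of gene UMIs moved this result most and lowered these shares to 0.691%, 0.190%, 0.854% and 1.07%.

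The sex of the embryos was read from the Y-linked genes Ddx3y (chromosome Y, 1260715 to 1286628), Eif2s3y (chromosome Y, 1010562 to 1049134), Kdm5d (chromosome Y, 897566 to 943813) and Uty (chromosome Y, 1085187 to 1245773), all on GRCm38. In cells of 5000 or more gene UMIs, at least 1 UMI of these genes was found in 90.5% (88.7 to 92.1) of F0_8, 3.10% (2.15 to 4.33) of F0_9, 3.30% (2.26 to 4.66) of F1_1 and 48.6% (45.7 to 51.6) of F1_mix. Their joint level was 2.43 UMIs per 10000 in F0_8, 0.0299 in F0_9, 0.0227 in F1_1 and 1.17 in F1_mix. Sex was therefore mixed within each generation, and F1_mix held cells of both kinds. Xist was not analysed here.

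Founder and F1 suspensions were compared per cell type as counts summed over the cells of each suspension, 2 suspensions against 2, with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment within each cell type. The comparison addresses whether founders differ from the next generation beyond the transgene. It cannot separate generation from the injection, culture and transfer of the founder eggs. The sums held 43442 to 4377664 UMIs, and 494 to 11260 genes were tested per type. At an adjusted p under 0.05 the test called 746 gene and cell type pairs, 488 higher and 258 lower in the founders, from 540 genes in 10 of 13 cell types. The genes called in at least 2 types numbered 146. Gut Mesenchyme/Amniotic Mesoderm gave 180 calls, Mesodermal Progenitor 117, Neuroectoderm/Glia 114, Chondrocyte 106, CNS Neuron 77, Neuronal Progenitor 70, Midgut 42, Foregut 35, Hepatocyte 4 and Ependymal Cell 1. With edgeR, 0 genes were called in Endodermal Progenitor, Epithelial Cell and Myoblast/Cardiomyocyte, where 41, 538 and 1049 genes had an unadjusted p under 0.05 and DESeq2 called 0, 6 and 36. Testing without the low-count filter moved the total most, to 3154 calls, and DESeq2 made 434. Leaving out 1 suspension also moved the total, to 511 without F0_8, 1585 without F0_9, 1422 without F1_1 and 1498 without F1_mix. In these fits the generation left with 1 suspension was assumed to vary like the other.

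The 5 genes called in the most cell types are given with their position on GRCm38. Robo2 (ENSMUSG00000052516, chromosome 16, 73891976 to 75447443) was higher in founders in 5 types, with log2 fold changes of 0.50 to 1.74. In CNS Neuron its log2 fold change was 1.49 (SE 0.14, edgeR adjusted p 0.00190), from 4.40 and 3.32 UMIs per 10000 in F0_8 and F0_9 against 1.49 and 1.24 in F1_1 and F1_mix. Nfib (ENSMUSG00000008575, chromosome 4, 82290173 to 82506751) was higher in 5 types by 0.36 to 1.79. In Neuronal Progenitor the change was 1.12 (SE 0.06, edgeR adjusted p 0.000285), from 6.99 and 6.79 against 3.13 and 3.06. Pkm (ENSMUSG00000032294, chromosome 9, 59656576 to 59679372) was lower in 5 types, from -0.56 to -0.43. In Gut Mesenchyme/Amniotic Mesoderm it changed by -0.50 (SE 0.06, edgeR adjusted p 0.00484), from 4.39 and 4.61 against 6.45 and 6.14. Kcnd2 (ENSMUSG00000060882, chromosome 6, 21215346 to 21729805) was higher in 4 types by 1.22 to 2.68. In Chondrocyte the change was 2.68 (SE 0.23, edgeR adjusted p 5.8e-05), from 2.52 and 1.71 against 0.320 and 0.334. Prtg (ENSMUSG00000036030, chromosome 9, 72807274 to 72917307) was lower in 4 types, from -2.79 to -1.26. In Midgut it changed by -2.79 (SE 0.69, edgeR adjusted p 0.00666), from 1 and 2 UMIs in F0_8 and F0_9 against 19 and 21 in F1_1 and F1_mix. Without F0_8, edgeR called Nfib and Prtg in 1 type each and Pkm in no type, against 4 types for Robo2 and 5 for Kcnd2, and without F1_1 it called Prtg in 2.

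EGFP was lower in founders in 13 of 13 cell types, with log2 fold changes of -0.93 to -0.20 and a median of -0.71. In 0 types did it pass the adjusted threshold by edgeR, and DESeq2 also called it in 0. In 9 types the unadjusted edgeR p was under 0.05, and the lowest adjusted p was 0.0644, in Midgut (log2 -0.93, SE 0.29). Without the low-count filter edgeR called it in 5 types, with a lowest adjusted p of 2.8e-33, against lowest values of 0.0623 to 0.998 with DESeq2, other size factors, 50 or more cells or without the sex-linked genes. With the level of the Y-linked genes as a covariate, edgeR called it in 2 types. The result rested on F1_1. Without F1_1 the median was -0.09, EGFP was lower in 7 of 13 types and edgeR called it in 1, and without F1_mix the median was -1.09 and edgeR called it in 9.

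The remaining genes were chosen beforehand as markers of sex, blood and liver. The Y-linked genes were tested in 9 types (Ddx3y), 10 (Eif2s3y), 8 (Kdm5d) and 12 (Uty). By edgeR they were called in 0 types, with 0 at an unadjusted p under 0.05 and 0 by DESeq2, and their levels differed more within each generation than between generations. The globin genes Hba-x, Hbb-y, Hbb-bh1 and Hba-a1 were called by edgeR in 0 of the 11, 13, 1 and 9 types tested, with 3, 2, 0 and 2 at an unadjusted p under 0.05 and 0 by DESeq2. Over all cells of a suspension the level of Hba-a1 was 36.2, 46.9, 8.07 and 13.7 UMIs per 10000 in F0_8, F0_9, F1_1 and F1_mix. In the same order, Hba-x stood at 21.7, 63.7, 37.9 and 50.2, Hbb-y at 50.4, 125.3, 58.5 and 80.6, and Hbb-bh1 at 3.35, 11.3, 9.79 and 11.3, with F0_8 lowest for these 3 genes. Hba-a1 can share reads with its near-identical copy Hba-a2, so its values are uncertain. Alb gave 4, 0, 1 and 0 UMIs and Afp 2, 0, 10 and 4 in the same order. The counts of 0 for Alb allow up to 0.00187 UMIs per 10000 in F0_9 and 0.00157 in F1_mix.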

Values the study reported

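The study reported that 5,745 cells from 4 transgenic samples were analysed, in which clustering gave 16 cell types. It counted 10 genomic barcodes in the F1 embryo, 4 and 6 in the pair of F1 embryos whose cells were mixed, and 15 and 9 in the founder embryos. Cells with a mitochondrial share of 5% or more, a ribosomal share of 0.05% or less, or a feature or UMI count of 200 or less were excluded.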

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

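The tests of barcodes with 1 and with 2 multiplexing oligos were chosen only after these barcodes had been seen. The raw matrix held 1081 barcodes of 500 or more gene UMIs that belonged to none of the 4 suspensions and entered no comparison of the report. They stood out because a signal was present in data outside the main measurement: EGFP was detected in 794 of them, 73.5% (70.7 to 76.1), where a count of 0 would have allowed a share of up to 0.278%. Free RNA carries EGFP too. Barcodes of this depth made of free RNA alone would give 77.8% to 85.5% at the levels of near-empty droplets. The EGFP level in droplets of 1 to 100 gene UMIs, 13.3 per 10000, was close to the 13.9 of barcodes in the suspensions. Barcodes that hold cells could therefore give a similar share, and the share cannot tell free RNA from EGFP of their own. Their median depth was 8688 gene UMIs and their EGFP level 13.4 UMIs per 10000.

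Of these barcodes, 682 (63.1%) held 2 oligos in amounts of at least 100 oligo UMIs and at least 20% of the total for the second, and in all 682 both oligos were among the 4 of the suspensions. Their EGFP was detected in 80.8% (77.6 to 83.7) at a level of 13.8, where free RNA alone would give 84.7% to 90.6%. They had a median of 12945.5 gene UMIs, above the 12071.5 of the used cells but below the 13900 of the deep types outside the red blood cells. Their depth thus does not set them apart from single deep cells. Several cells in 1 droplet are a candidate explanation for them, which rests on the 2 oligos by which they were chosen. The 246 barcodes (22.8%) with 1 oligo argue against the same explanation, since their median depth was 690 gene UMIs and thus far below that of the used cells. EGFP was detected in 51.2% (44.8 to 57.6) of these at a level of 9.92, where free RNA alone would give 57.2% to 70.1%. A further 5 barcodes held few oligo UMIs, and the 148 others had a median of 9563.5 gene UMIs and EGFP in 77.03% and were not tested. The design names no group for these barcodes, and no biological explanation was tested.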

How the results depend on the processing

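The alternatives that use the mitochondrial share of gene UMIs, UMIs outside mitochondrial genes, the deep types alone for the spread, or the Y-linked level as a covariate (8 in all) were chosen only after the results had been seen, and the 24 others before the data were examined. Values of the summary results moved by more than their counting interval, or a factor of 1.5 for counts of calls, in 61 comparisons with an alternative. These results are shares, levels, counts and spreads without a direction, so none of them could be reversed. Changes in the order of the suspensions are given below.

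Values are given in the order F0_8, F0_9, F1_1 and F1_mix. The EGFP-positive share per suspension was 78.4%, 82.01%, 86.9% and 85.4% over all barcodes of the deposited matrices and 72.98%, 77.9%, 81.5% and 80.01% at 2 or more EGFP UMIs. It was 79.6% (within the interval), 74.5%, 93.7% and 80.8% in cells thinned to 2000 UMIs and 59.3%, 54.8%, 79.2% and 58.2% at 1000. A mitochondrial limit of 5% of gene UMIs gave 96.5%, 96.9%, 99.7% and 98.4%, because that limit removes the shallow types. F1_1 was highest under each of these alternatives, and the order of the other suspensions changed with thinning.

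The EGFP level without the cell types of low EGFP level was 12.6, 11.5, 25.4 and 11.3 UMIs per 10000, and with equal weight to each cell type 10.4, 9.63, 21.4 and 9.94. As a mean over cells it moved in F0_8 (10.5), F1_1 (21.9) and F1_mix (10.3), and under the mitochondrial limit of gene UMIs to 11.5, 25.1 and 10.8 in the same 3. F1_1 stayed highest throughout.

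The EGFP-positive share of the shallow, deep and red blood cell types was 20.7%, 98.95% and 37.7% at 2 or more UMIs, 63.4%, 86.5% and 10.3% at 2000 UMIs, 39.4%, 69.8% and 6.37% at 1000 UMIs, and 28.8%, 50.3% and 3.43% at 500 UMIs outside mitochondrial genes. Detection is limited by depth, so that shares can be compared only at equal depth. The level outside mitochondrial genes was 7.98 in the shallow and 15.9 in the deep types, and that of the red blood cells stayed within its interval. The shallow types took 17.1%, 10.2%, 19.4% and 16.3% of the cells of 1000 or more UMIs and 0.691%, 0.190%, 0.854% and 1.07% of those under the mitochondrial limit of gene UMIs, by the construction of both limits. The median overdispersion ran from 0.214 to 0.362 in F0_8, 0.675 to 0.727 in F0_9, 0.138 to 0.223 in F1_1 and 0.161 to 0.379 in F1_mix. F0_9 was highest under each alternative, and F1_1 lowest except at 2000 UMIs, where F1_mix was. The SD over cell types is too wide to tell whether these values moved. The number of cells stayed within a factor of 1.5. Among the shares, levels and compositions of single cell types, 121 comparisons moved and 87 did not.

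For founders against F1, edgeR's 746 calls became 736 with the size factors of DESeq2 (721 shared), 778 without the sex-linked genes (744 shared), 668 in the 9 types of 50 or more cells, 434 with DESeq2 (350 shared) and 3154 without the low-count filter (592 shared). DESeq2 gave no adjusted p to 5591 gene and cell type pairs. With the Y-linked level as a covariate edgeR made 1610 (617 shared). Why more calls were made without the filter and with the covariate was not tested. Leaving out 1 suspension, with the lone suspension assumed to vary like the others, gave 511 calls without F0_8 (223 shared), 1585 without F0_9 (481), 1422 without F1_1 (515) and 1498 without F1_mix (515). Nfib, Pkm and Prtg passed in 1, no and 1 type without F0_8, and Prtg in 2 without F1_1.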

Other observations

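The tests of depth in the shallow types, of retained mitochondrial RNA within each suspension and in Endodermal Progenitor, of nuclei and broken cells, of cell type make-up in F0_9 and of depth in the red blood cells were chosen only after the results had been seen.

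The 4 shallow types, named Endodermal Progenitor, Foregut, Hepatocyte and Midgut by the authors, had a lower EGFP-positive share and level than the deep types. Depth does not account for the share, which at 1000 UMIs was 39.4% against 69.8%. Retained mitochondrial RNA does not account for the level in Foregut, Hepatocyte and Midgut, which outside mitochondrial genes was below that of the deep types of the same suspension by more than its 95% interval in 12 of 12 comparisons, at ratios of 0.315 to 0.644 and with upper limits of at most 0.832. By the same measure it was below every deep type in 10 of the 12, the exceptions being Foregut and Hepatocyte in F1_mix, whose intervals reached past the level of Epithelial Cell. In Endodermal Progenitor the counts are too few to decide whether it accounts for all of the difference. There the level outside mitochondrial genes was 0.765, 0.823, 0.724 and 1.12 times that of the deep types in F0_8, F0_9, F1_1 and F1_mix. Over the 4 suspensions it was 0.852 (0.718 to 1.004). It was below the deep types by more than its 95% interval in F1_1 (0.528 to 0.968) but not in the 3 other suspensions. The tests that follow concern mainly the 3 other types. Over the 4 types the level outside mitochondrial genes was 7.98 against 15.9. The droplets of 100 to 300 gene UMIs had a similar level of 8.09. By the Y-linked genes, free RNA made up 12.7% of the UMIs of the shallow types relative to these droplets. Relative to the emptier droplets, which came closer to the pooled cells in Y-linked and EGFP level, it made up 24.6% (14.3 to 39.3). Both shares are too little to set the profile of the shallow types, although they rest on 17 UMIs. If EGFP RNA was lost like that of short genes of similar level, lower transcription would make EGFP fall more than these genes. Its ratio of shallow to deep of 0.503 instead stood at percentile 95.5 of 112 genes under 10 kb. Their median was 0.230 (5th to 95th percentile 0.181 to 0.449). Without ribosomal protein genes, the EGFP ratio stood at 90.6 of 53. Whether EGFP RNA was lost like these genes was not tested. Low promoter activity, the explanation given by the study, is therefore not excluded.

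A loss of cytoplasmic RNA from damaged cells or nuclei may explain these types. Genes over 100 kb took at least 31.8% of UMIs outside mitochondrial genes in each, against at most 23.1% in the deep types, and ribosomal protein genes took 2.41% to 7.47%, against 7.86% to 22.6%. In 0 of the 4 types was the own marker set above that of every deep type, so the clusters may have been set by depth and damage rather than by endoderm genes. The deep type nearest in profile was Neuroectoderm/Glia for Midgut (r 0.769), Gut Mesenchyme/Amniotic Mesoderm for Hepatocyte (0.591) and Neuronal Progenitor for Foregut (0.589), whereas the nearest to Endodermal Progenitor reached 0.115. Correlations with the Epithelial Cell type were -0.194 to 0.0864. Real endoderm cells with few transcripts remain possible for a part of these clusters, and the authors' EGFP calls were positive in 44.6% of these cells before and 86.9% after RECODE, against 99.7% and 99.9% in the deep types. On this reading, the lower EGFP of these types may carry no information on endoderm.

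The 2 red blood cell types had low EGFP at a median depth of 27491.5 gene UMIs, which argues against low depth. Globin transcripts lowered the level of Erythrocyte, which was 0.271 over all genes and 0.881 outside globin genes. They do not account for the gap to the other deep types, since the level outside globin genes was 1.40 over both types against 15.5. A lower activity of the promoter, to which the study attributes weak expression in erythrocytes, and loss of RNA during maturation stay open. Neither was tested.

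EGFP spread more between the cells of F0_9 than of F1_1. Cell type make-up does not account for this, as the median within deep types was 0.690, and depth does not either, as it was 0.664 against 0.163 at 2000 UMIs. In F0_9, 2 cell populations of different EGFP level may be present: the AIC favoured 2 levels over 1 by 68.4 summed over the types and in 9 of 9 types, with a median of 73.7% (62.4 to 85.0) of cells at the lower level and a ratio of 3.52 (2.25 to 4.63) between the levels. The gain was -0.876 in F0_8, -10.1 in F1_1 and 7.58 in F1_mix (3, 1 and 3 of 9 types). In F1_mix the Myoblast/Cardiomyocyte type alone gave 12.3, more than the sum, with 99.3% of its 220 cells at the lower level. The positive sum in F1_mix thus rests on few cells of 1 type and does not show 2 levels there. Yet F1_mix was mixed from 2 embryos, and neither this fit nor its median spread at equal depth set it apart. The negative sum in F0_8 therefore does not exclude 2 populations there. Integration after the first cleavage, which would leave cells with different copies, was not tested here, as the barcode reads were not analysed. The study did read the barcodes and reported 2 major groups of cells across tissues in both founders. It proposes that integration took place mainly at the 2-cell stage, and it counted silenced transgenes separately. In EGFP counts alone, a transgene silenced in part of the cells would give the same picture as late integration.

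In F1_mix an estimated 50.4% of cells bore a Y chromosome, so 2 embryos of different sex are a candidate explanation for its Y-linked counts. Cells without Y-linked UMIs had an EGFP level of 12.6 and cells with 2 or more of 10.01, a ratio of 1.26, and within the same types 1.21 (1.19 to 1.24), above 1 in 9 of 9 types. In F0_8, which is a single embryo, the same split gave 1.13 (1.07 to 1.18). Its cells without Y-linked UMIs were shallower, with a median of 9668.5 gene UMIs against 13615 in those with 2 or more. In F1_mix these medians were 15060.5 and 15426.5. The split of F0_8 is therefore not matched in depth and is a weak guide to F1_mix. The part of the difference in F1_mix due to a second embryo was not separated.

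Part of the difference between founders and F1 may reflect age, although few of the called genes belong to the list used to test it. The list of 7 genes that fall with age was lower in founders in 9 of 9 deep types. Of its genes, 6 or 7 were tested per type. The median log2 fold change was -0.28 (-0.39 to -0.11), with a median percentile of 0.24 among random lists (0 to 28.2). All types share the same 4 suspensions, and random lists do not carry the variation between embryos. Neither measure can therefore separate age from a difference between single embryos. Only 1 list gene was called in Gut Mesenchyme/Amniotic Mesoderm, 2 in Mesodermal Progenitor and 0 in the other deep types. Adult beta-globin made up 66.3% and 46.8% of beta-globin UMIs in the red blood cells of F0_8 and F0_9 against 3.52% and 10.48% in F1_1 and F1_mix. Part of this shift is one of cluster make-up, as Erythroblast cells were 64 of 76 and 52 of 75 in the founders against 7 of 16 and 21 of 37. Within Erythrocyte the founders stayed higher (22.8% and 12.7% against 3.25% and 5.25%), as in older embryos, but within Erythroblast they did not stand apart (99.2% and 96.5% against 24.03% and 96.9%). Stress of cell dissociation stays open as well. The list of 8 induced genes, of which 5 were tested, was higher in founders in 8 of 9 deep types. Its median was 0.27 (-0.10 to 0.79), and it lay over the 95th percentile in 6 of 9. The limit of shared suspensions holds for this list too. In Gut Mesenchyme/Amniotic Mesoderm and in Mesodermal Progenitor 2 of its genes were called, and in the other deep types 0. Of the 3 splits of the 4 suspensions into 2 and 2, only 1, the real one, called as many genes (9 and 11 for the others), but 3 splits cannot exclude chance. A difference between generations themselves, which the design names, stays open and was not tested apart from age and stress. The founders grew from eggs electroporated with transposase mRNA, injected with donor DNA, cultured and transferred to surrogate mothers. The methods of the study do not say how the F1 embryos were obtained. Any effect of this handling would enter the comparison together with generation and was not separated. Leaving out F0_8 lowered the calls to 511, and leaving out F0_9, F1_1 or F1_mix raised them to 1585, 1422 and 1498.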
